# Surviving in a toxic world: transcriptomics and gene expression profiling in response to environmental pollution in the critically endangered European eel

**DOI:** 10.1186/1471-2164-13-507

**Published:** 2012-09-25

**Authors:** Jose Martin Pujolar, Ilaria AM Marino, Massimo Milan, Alessandro Coppe, Gregory E Maes, Fabrizio Capoccioni, Eleonora Ciccotti, Lieven Bervoets, Adrian Covaci, Claude Belpaire, Gordon Cramb, Tomaso Patarnello, Luca Bargelloni, Stefania Bortoluzzi, Lorenzo Zane

**Keywords:** *Anguilla anguilla*, European eel, Transcriptome, Microarrays, Pollution

## Abstract

**Background:**

Genomic and transcriptomic approaches have the potential for unveiling the genome-wide response to environmental perturbations. The abundance of the catadromous European eel (*Anguilla anguilla*) stock has been declining since the 1980s probably due to a combination of anthropogenic and climatic factors. In this paper, we explore the transcriptomic dynamics between individuals from high (river Tiber, Italy) and low pollution (lake Bolsena, Italy) environments, which were measured for 36 PCBs, several organochlorine pesticides and brominated flame retardants and nine metals.

**Results:**

To this end, we first (i) updated the European eel transcriptome using deep sequencing data with a total of 640,040 reads assembled into 44,896 contigs (Eeelbase release 2.0), and (ii) developed a transcriptomic platform for global gene expression profiling in the critically endangered European eel of about 15,000 annotated contigs, which was applied to detect differentially expressed genes between polluted sites. Several detoxification genes related to metabolism of pollutants were upregulated in the highly polluted site, including genes that take part in phase I of the xenobiotic metabolism (CYP3A), phase II (glutathione-S-transferase) and oxidative stress (glutathione peroxidase). In addition, key genes in the mitochondrial respiratory chain and oxidative phosphorylation were down-regulated at the Tiber site relative to the Bolsena site.

**Conclusions:**

Together with the induced high expression of detoxification genes, the suggested lowered expression of genes supposedly involved in metabolism suggests that pollution may also be associated with decreased respiratory and energy production.

## Background

The incorporation of genomic and transcriptomic approaches into ecological and evolutionary studies enables to further explore how natural populations respond to environmental change and anthropogenic pressures [1-4]. Genome-scale approaches have the potential for identifying genes and genetic networks that underlie ecologically important traits, such as those linked to adaptation to cold temperatures [5], defense mechanisms [6] or response to pollutants [7,8]. Changes in gene expression can be linked to phenotypic and environmental variation, hence advancing our understanding of the adaptive importance of gene functions and their ecological and evolutionary consequences [9]. The resilience of a species depends on its vulnerability in the face of environmental changes, which is determined by genetic composition and physiological tolerance [10]. Changes in environmental conditions can rapidly lead to phenotypic change, involving either genetic (local adaptation) or plastic (physiological plasticity) changes. In the well-established model species *Fundulus heteroclitus*, the species has evolved both highly plastic and locally adapted phenotypes within different selective contexts [11]. While plasticity has allowed the species to cope with environment variability, some *F. heteroclitus* populations have evolved pollution tolerance allowing them to survive concentrations of organic contaminants that are lethal to populations from clean habitats [12], in a response that is not plastic but adaptive and heritable [11].

While the evolutionary consequences of pollutants have been well explored in natural populations of freshwater fish using genomic and transcriptomic approaches (reviewed in [8]), less attention has been paid to diadromous fish species that complete their life-cycle through ontogenic shifts between freshwater and marine habitats (e.g. salmonids, anguillids). The study of diadromous species is particularly relevant as they represent a natural model to understand the combined impact of continental anthropogenic and oceanic climate stressors. Unlike other model fish species, very little is known about the ecological and evolutionary consequences in species with a catadromous life-strategy, such as the European eel *Anguilla anguilla*, which illustrates an example of a fish species designated by the IUCN as “critically endangered” and potentially strongly affected by human stressors throughout its life cycle.

The European eel is a facultative catadromous species with a particularly complex life cycle that includes an oceanic and a continental phase. After spawning in the Sargasso Sea, larvae cross the Atlantic Ocean following the prevailing currents and metamorphose into glass eels upon reaching the edge of the continental shelf off Europe and North Africa. Glass eels complete the migration into riverine, estuarine and coastal feeding habitats as yellow eels, and after a highly variable feeding period, they metamorphose into silver eels that migrate back to the Sargasso Sea utilizing their high fat reserves, where they reproduce once and die [13]. Homing to a single spawning ground explains the lack of genetic differentiation between geographic areas across Europe, suggestive of a panmictic population [14-16], while a large variance in parental reproductive success associated with fluctuating ocean conditions explains the pattern of genetic patchiness (significant genetic differences among samples lacking a clear geographical trend or pattern) found at local scale [17,18].

There has been a continuous decline of continental yellow eel recruitment since the 1950s and marked decadal reductions in glass eel recruitment since the early 1980s [19]. Over the last 5 years glass eel recruitment has been exceptionally low, averaging between less than 1% (continental North Sea) and 5% (elsewhere in Europe) of the 1960–1979 levels [19]. Several causes have been put forward to explain the decline of the eel stock including anthropogenic factors such as overfishing, pollution, habitat degradation and man-introduced parasites and diseases [13], as well as environmental factors such as climate and ocean current change [20-22]. Recent genetic data suggest that the demographic decline did not entail a genetic decline of the same magnitude, as evidenced by the observation of a moderate to high level of genetic diversity, no signatures of a bottleneck episode and comparable values of short- and long-term effective population size [23].

While eels are regarded as fairly resilient, often inhabiting unproductive waters and polluted habitats, they are prone to bioaccumulation of lipophilic contaminants due to their particular ecology (benthic feeding) and physiology (high fat content) [24]. Evidence has been presented that different kinds of chemical compounds such as polychlorinated biphenyls (PCBs), pesticides and toxic metals could have a serious impact on the health of the European eel [for a review see [25,26]. Maes et al. [27] observed a significant negative correlation between heavy metal pollution load and condition, as well as a reduced genetic variability in highly polluted eels originating from three Belgian river basins. It has been hypothesized that the accumulation of contaminants in the fat tissue of eels during the feeding stage could impair the quality of spawners [13,28]. In this sense, a considerable decrease in condition and lipid energy stores might be responsible for migrating adults failing to swim the 6,000 km distance to the Sargasso Sea [29], while mobilization of lipids and lipophilic contaminants to the gonads during the transoceanic migration might compromise production of good quality eggs and normal development of early larval stages [30].

Understanding the impact of pollutants at the genomic and transcriptomic level is a critical point in order to safeguard the evolutionary adaptive potential of the European eel. Several experimental studies on gene expression have shown genetic responses to pollutants in eel [31-36]. However, large-scale transcriptomic approaches in the European eel have been limited to the study of osmoregulation [37] and comparative gene expression analysis between sympatric European and American eel larvae in the Sargasso Sea [38]. Using the same microarray comprising about 6,000 anonymous probes, Kalujnaia et al. [37] identified 229 differentially expressed genes with a putative role in migration between freshwater and marine environments, while Bernatchez et al. [38] identified 146 genes showing different timing of expression between the two Atlantic eels. In this paper we first describe the development of an eel-specific microarray of about 15,000 annotated cDNAs based on a large collection of existing and novel high-throughput transcriptomic sequences. Our approach aims at identifying genes involved in the response to pollutants by means of a comparative analysis of gene expression between environments with a varying level of pollution. As such, we aim at assessing the potential fitness consequences of bioaccumulation levels in individual eels and pinpoint the metabolic pathways most influenced by such stressors.

## Results

### Transcriptome assembly and analysis

A total of 640,040 reads were assembled into contigs using MIRA 3 (Table 1). A first run of assembly produced 61,838 contigs with a mean length of 460.4 bp, ranging from 40 to 2,590 bp. On average, transcripts included 10.4 reads 181 (from 1 to 2,611, median value of 4), with a read cover-182 age of 5.3 (from 1 to 945.4, median value of 3.1). A second run conducted using the previously obtained contigs as input produced 52,125 contigs. Average length was similar to the first run (466.5 bp), but average quality increased from a mean of 45.1 (about 1 in 32,000 bp error rate) to 46.1 (about 1 in 41,000 bp error rate). A further quality check was conducted for the final set of putative transcripts by filtering sequences by length (minimum 200 bp) and average sequence quality (minimum of 30). A total of 44,896 contigs were obtained, with a mean length of 511 bp and an average sequence quality of 47.9 (corresponding to an average error rate of 1 in 62,000 bp).

Among all transcripts, 14,574 (28%) showed BLAST matches. Eukaryotes accounted for 96% of all BLAST hits, with vertebrates accounting for most (87.2%) of the hits (Figure 1). Among vertebrates, fish represented 73.1% of all hits, followed by mammals (11.6%). The most represented fish species was zebrafish *Danio rerio* (42.3%), followed by salmon *Salmo salar* (19.6%) and pufferfish *Takigufu rubripes* (10%). Anguillids represented less than 5% of hits among fish, including Japanese eel *A. japonica* (2%), European eel *A. anguilla* (1.6%) and American eel *A. rostrata* (0.3%).

**Table 1:** Statistics describing the distributions of different properties of contig sequences (a) obtained by the first run of assembly, (b) second run of assembly and (c) final set after filtering for minimum sequence length and average quality

**640,040 reads**		**Min**	**1st Q**	**Median**	**Mean**	**3rd Q**	**Max**
(a) 61,838 contigs	Length	40	301	413	460.4	551	2590
	Number of reads	1	2	4	10.4	10	2611
	Average coverage	1	1.9	3.1	5.3	5.7	945.4
	Average quality	14.8	34.9	39.4	45.1	55.2	88.7
	GC content	16.1	37.1	41.9	42.4	47.3	73.9
(b) 52,125 contigs	Length	40	299	413	466.5	564	2590
	Average quality	14.8	35	39.8	46.1	56.7	90
	GC content	16.1	37.1	41.8	42.3	47.2	73.9
(c) 44,896 contigs	Length	200	348	441	511	606	2590
after filtering	Average quality	30	36	41.6	47.9	58.6	90
	GC content	22	37.3	41.9	42.4	47.1	68.9

**Figure 1:**
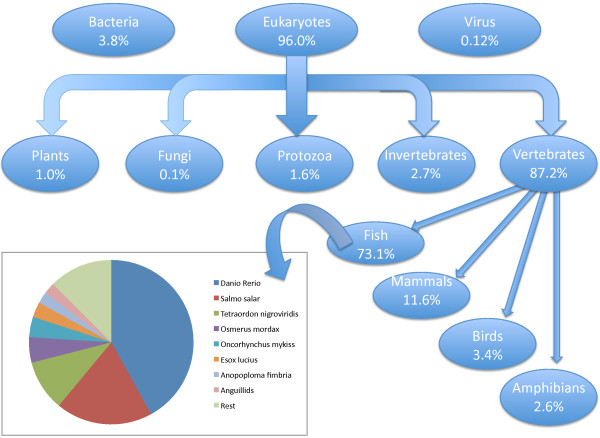
Relative abundance of European eel BLAST hits in main taxonomic groups using a simplified Tree of Life diagram.

Functional annotation using the Blast2Go suite showed 10,920 of the contigs (20.95%) associated to GO terms, for a total of 76,158 term occurrences. Using the webtool CateGOrizer, GO classes were grouped in a total of 112 Go-Slim terms including biological process (62.1%), molecular function (25.3%) and cellular component (12.6%) ontologies (Figure 2). Catalytic activity and binding represented the majority of molecular functions. Key processes such as metabolism and development were present among biological processes.

**Figure 2:**
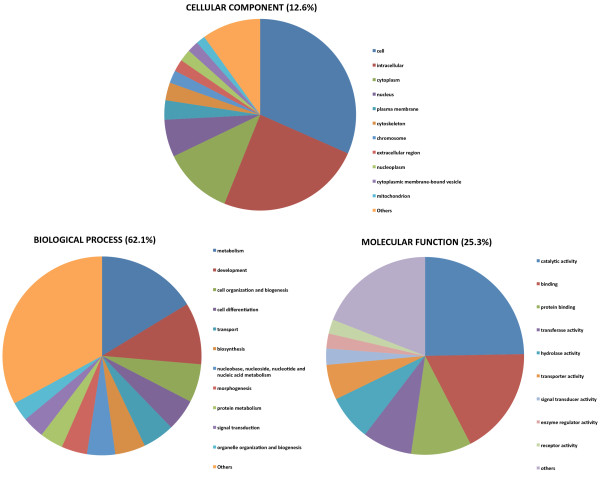
**Functional annotation of European eel contigs associated to GO terms.** GO classes were grouped into 112 GO-slim terms for biological process (BP), molecular function (MF) and cellular component (CC) ontologies.

All contig sequences are available at Eeelbase release 2.0, a dedicated database implemented using the MySQL and Django web framework and freely available at: http://compgen.bio.unipd.it/eeelbase. The database is queryable by keywords and BLAST using nucleotide or protein sequences. For each contig (identified by Eeelbase ID) the FASTA sequence is provided together with the list of all reads belonging to the contig, BLAST results and associated GO Terms. The web site also allows to perform alignments with reference genomes using *on the fly* BLAT search against the latest releases of the zebrafish and stickleback genomes in the UCSC Genome Browser.

### Pollution analysis

Comparison of pollutants between the Tiber (N = 30) and Bolsena (N = 6) sites pointed to strong differences in pollution load between sites, with concentration of all pollutants measured being consistently higher in the tissues of silver male eels at the Tiber site than in those from the Bolsena site (Table 2), despite a high individual variability. Concentrations of PCBs were 6–7 times higher at the Tiber site but not significantly so using univariate ANOVA. The sum of the 7 main PCB congeners (IUPAC No. 28, 52, 101, 118, 138, 153 and 180) in tissue collected at the Tiber site (214.4 ng/g ww) was also above the Italian limit for consumption (75 ng/g ww), while at the Bolsena site this value was below the limit (37.6 ng/g ww). The value of Sum 7 PCBs at Tiber was comparable to the value reported in Miniero et al. [39] on eels collected from the urban tract of the river Tiber in Rome (167–372 ng/g ww). Organochlorine pesticides (OCPs) were twofold higher in the tissues of silver male eels at the Tiber site with significant differences for pp-DDE (p = 0.038) and pp-DDT (p = 0.007). Brominated flame retardants (BFRs) were 6 to 8 times higher at the Tiber site than at the Bolsena site, with both polybrominated diphenyl ethers (PBDEs) and hexabromocyclododecane (HBCD) isomers being highly significant (p < 0.001). The tissues collected at the river Tiber site also exhibited the highest concentrations for all nine metals measured but differences were not statistically significant due to the high individual variability. However, a multivariate ANOVA conducted on a set of all pollutants combined (Sum 36 PCBs, HCB, pp-DDE, pp-DDT, Sum 10 PBDEs, Sum 3 HBCDs and nine metals) indicated statistically significant differences (F = 2.7; df = 20; p = 0.022).

**Table 2:** Average concentration of pollutants in European eel silver males from the Tiber (N = 30) and Bolsena (N = 6) sites

	**Tiber**				**Bolsena**				
	**Mean**	**Min**	**Max**	**SD**	**Mean**	**Min**	**Max**	**SD**	**p**
**Sum 36 PCBs**	489.08	64.19	3836.97	650.59	73.63	14.68	245.01	86.99	0.132
**Sum 7 PCBs**	214.38	27.24	1442.19	242.09	37.63	6.01	120.32	43.00	0.087
**HCB**	6.99	2.60	13.99	2.31	4.35	1.35	16.76	6.12	0.071
**pp-DDE**	45.33	15.10	84.46	16.85	29.29	12.21	54.20	15.14	0.038*
**pp-DDT**	12.97	4.03	27.11	6.02	5.45	0.75	14.36	5.15	0.007*
**Sum 10 PBDEs**	44.00	11.42	86.49	18.31	6.68	1.54	25.82	9.43	<0.001*
**Sum 3 HBCDs**	53.16	3.03	101.63	21.93	6.42	0.55	31.72	12.42	<0.001*
**Ag**	0.021	DL	0.047	0.012	0.011	0.006	0.017	0.005	0.320
**As**	0.393	0.161	0.920	0.153	0.353	0.244	0.572	0.116	0.550
**Cd**	0.026	DL	0.352	0.074	DL	DL	DL	DL	0.401
**Co**	0.050	0.007	0.274	0.049	0.018	0.006	0.030	0.008	0.124
**Cr**	0.129	0.033	0.394	0.088	0.095	0.047	0.229	0.068	0.379
**Cu**	1.742	0.71	4.08	0.681	1.564	1.08	2.54	0.517	0.550
**Ni**	0.040	0.006	0.147	0.039	0.028	0.016	0.057	0.015	0.467
**Pb**	0.092	0.006	0.430	0.084	0.049	0.017	0.087	0.023	0.227
**Zn**	66.135	27.1	155.0	25.857	59.393	41.0	96.4	19.617	0.551
**(All Pollutants)**							F = 2.7	df = 20	0.022*

Univariate and multivariate ANOVAs for equal pollutant bioaccumulation are presented. A Multivariate ANOVA was also conducted on a set of all pollutants combined (Sum 36 PCBs, HCB, pp-DDE, pp-DDT, Sum 10 PBDEs, Sum 3 HBCDs and nine metals). Concentration of PCBs, OCPs and BFRs is expressed in ng/g of wet weight. Metal concentration is expressed in μg/g of dry weight. DL = below detection limit. * = statistically significant.

### Gene expression analysis

A European eel-specific microarray of 14,913 cDNAs was generated and used to identify genes involved in response to pollutants by comparing the expression profiles of 23 individuals from heavily-polluted (Tiber, 8 males) and lowly-polluted (Bolsena, 7 males and 8 females) environments. 

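Liver RNA of the 23 eels was labelled with a single dye (Cy3) and hybridized, 1 eel per array, to an array of 15449 spots. Of these, 14913 are eel probes of 60 bases, 459 are positive controls and 77 are negative controls. The authors extracted the spot intensities with Feature Extraction 9.5.1.1, and the intensities used here are its background-subtracted, processed values on a linear scale. The 75th percentile of the intensity ranged from 204 to 735 in the 8 Tiber males, with a median of 319. It ranged from 234 to 658 in the 7 Bolsena males, with a median of 293, and from 216 to 957 in the 8 Bolsena females, with a median of 438. Between 7846 and 9172 probes per array were well above background in the Tiber males, between 7415 and 9155 in the Bolsena males and between 7295 and 8792 in the Bolsena females. The number of arrays limits the precision of every comparison. The arrays came from 3 slides, each scanned in its own session. Slide 1 held 2 Tiber males, 4 Bolsena males and 2 Bolsena females. Slide 2 held 6 Tiber males, 1 Bolsena male and 1 Bolsena female. Slide 3 held 2 Bolsena males, 5 Bolsena females and no Tiber eel, and its arrays were brighter, with a median 75th percentile of 658 against 287 on slide 1 and 319 on slide 2. Site and slide are therefore partly mixed, and the limma comparisons of the sites were repeated with slide as a block, while the SAM sets and the overlap with the heatmap genes were not. Intensities of the 14913 eel probes were quantile-normalized over all 23 arrays and taken as log2 for the tests. The Methods also use quantile normalization, but they exclude intensities by a flag, which was not done here before normalization. Spots that the software marked as outliers, at most 20 per array, were left out of the main limma and SAM tests. They were kept in the choice of the heatmap genes and in the correlations. No eel probe was saturated. Tests covered the 7770 probes well above background in at least 16 of the 23 arrays. The sex of each Bolsena eel was read from the bars of Figure 3. The probes carry no gene names in the files, so probes are given by their identifiers.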

Mean concentrations of pollutants were consistently higher at the Tiber site, but not all individual measurements. 

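Each spot carries several flags from the extraction software, and the paper's text gives the value of the flag it counted but not the flag's name. With the flag for a signal well above the local background, 2898 of the 14913 probes (19.4%) were never above background in the 23 arrays, 7770 (52.1%) were above it in at least 16 arrays, and 6216 were above it in all arrays. A less strict flag, for a signal positive and significant against background, left 534 probes (3.58%) never above background and gave 9854 (66.1%) above it in at least 16 arrays. With the flag for a spot that the software found on the image, 1 probe was never found and 10487 (70.3%) were found in at least 16 arrays. The authors' deposited normalized intensities are empty at 71467 values of eel probes, and all of these are spots for which that last flag was not set.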

Across all 23 microarray experiments, only 99 probes (0.6%) did not show a signal higher than the background, while 14,274 (95.7%) were successful (flag value equal to 1) in at least 16 out of 23 experiments.

Prior to the analysis of differentially expressed genes, a Pearson correlation-based heatmap using a subset of 2,000 genes only partially grouped individuals according to sampling site (Figure 3), which is suggestive of similar environmental conditions. 

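Over the 2000 probes with a mean normalized intensity over 100 and the highest coefficient of variation, expression profiles were correlated between eels on the linear scale. The mean Pearson correlation was 0.838 ± 0.0426 (SD, 28 pairs) among the 8 Tiber males, 0.772 ± 0.0882 (SD, 21 pairs) among the 7 Bolsena males and 0.749 ± 0.109 (SD, 56 pairs) between males of different sites. Pairs of males from 1 site were more correlated than pairs from different sites by 0.0606 (exact permutation test over all 6435 splits of the 15 males, two-sided, p = 0.000466). Bolsena males 1 and 4, both on slide 1, stood apart, with a correlation of 0.8989 with each other. They reached at most 0.6655 with any Tiber male and 0.7482 with any other Bolsena male. The other Bolsena males had at least 0.7187 with every Tiber male. The difference was not recomputed without males 1 and 4, so how far it rests on them stays open. Exchanging the site labels only among males of the same slide, a test chosen after seeing the data that leaves 105 arrangements, gave p = 0.00952 by the exact permutation test, the smallest p they allow. Of the alternatives, taking all probes with a mean over 100 moved the difference most, to 0.00971. Complete-linkage clustering on these correlations put all 8 Tiber males and 1 Bolsena male in 1 branch and the other 6 Bolsena males with all 8 Bolsena females in the other. The most similar eel came from the same site for 7 of the 8 Tiber males and for 6 of the 7 Bolsena males. The paper describes the grouping by site as partial and proposes that the environments are similar.

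**Figure D1:**
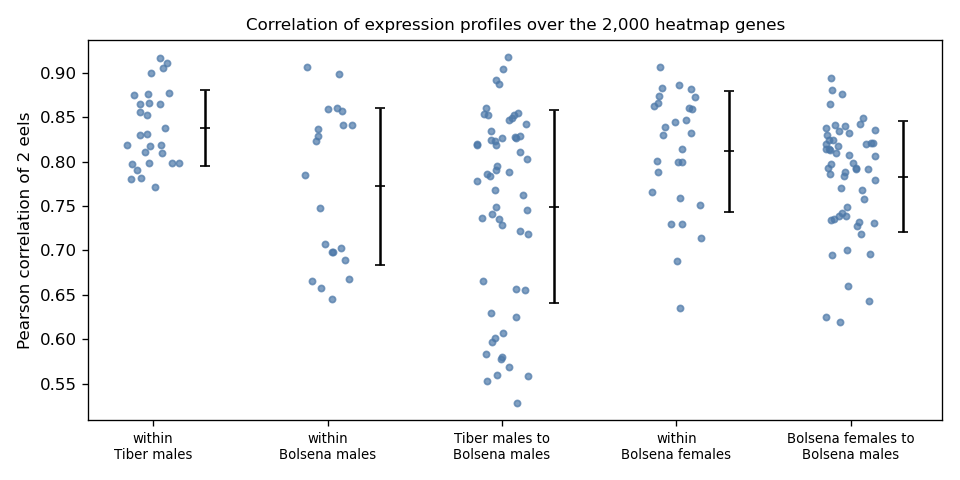
Pearson correlation of the expression profiles of 2 eels over the 2000 heatmap genes (vertical axis, no unit), by the groups of the eels (horizontal axis). Each point is a pair of eels, and the bar beside each column gives the mean and SD; the mean is 0.838 within Tiber males and 0.749 between males of the 2 sites.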

All females were from the same site (Bolsena) and clustered together, which is scarcely informative. However, males and females were well separated. 

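Both sexes were sampled only in Bolsena, so the sexes were compared there. The mean Pearson correlation over the same 2000 probes was 0.811 ± 0.0682 (SD, 28 pairs) among the 8 females and 0.783 ± 0.0624 (SD, 56 pairs) between females and Bolsena males. Pairs of the same sex were more correlated than pairs of different sexes by 0.0116 (exact permutation test over 6435 splits, two-sided, p = 0.249). With the labels exchanged only within slides, chosen after seeing the data, p was 0.267 over 630 arrangements (exact permutation test). The most similar eel among all 23 was a female for 7 of the 8 females, but 5 of the 8 females shared slide 3. When all probes with a mean over 100 were used, the difference was 0.00495 and the exact permutation test gave p = 0.00451. Tested probe by probe with limma, 0 of the 7770 probes differed between the 8 females and 7 males of Bolsena at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The smallest adjusted p from limma was 0.120, and 428 probes (5.51%) had an unadjusted p under 0.05. The SAM test at a 5% FDR gave 3 probes. In simulated data of this comparison, with 200 of 7759 probes changed, limma recovered 92% of the 4-fold changes and 54% of the 2-fold changes. The simulated noise was independent between probes and held no slide effect. With fewer changed probes the adjusted p limit is harder to pass. These rates therefore do not give the power to find a small number of sex differences.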

Since differences in the expression of sex-linked genes could interfere with the identification of genes involved in response to pollutants, two separate analyses were conducted in parallel (1) considering only males and (2) with both males and females included.

**Figure 3:**
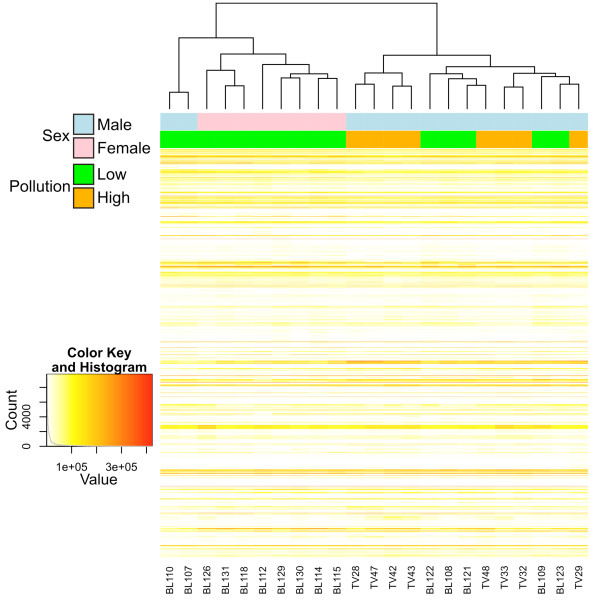
**Pearson-correlation based heatmap using the 2,000 genes with higher expression and variability across samples.** Individuals are colour-coded according to sex (pink, females; blue, males) and pollution (green, low; orange, high).

A two-unpaired class Significance Analysis of Microarray (SAM) test was conducted on normalized data between individuals from the Tiber (N = 8 males) and Bolsena (N = 7 males) sites. Enforcing a stringent 0% false discovery rate (FDR), a total of 168 transcripts were differentially expressed in the samples from Tiber in comparison with the samples from Bolsena, 30 upregulated and 138 downregulated. 

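The SAM statistic was recomputed with 100 permutations of the site labels and a minimum fold change of 1.5. The largest set of probes whose median number of false calls was 0 held 139 probes, 46 higher and 93 lower in the Tiber males than in the Bolsena males. With another random seed the set held 141 probes. On linear rather than log2 intensities it held 219 probes, 53 higher and 166 lower. All 139 probes were also called by limma at an adjusted p under 0.05 and a fold change of at least 1.5.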

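With limma, 956 of 7770 probes differed between the 8 Tiber and 7 Bolsena males at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, 397 higher and 559 lower in Tiber. The median fold change was 2.03 among the probes higher in Tiber and 1.83 among those lower. SAM at a 5% FDR gave 1371 probes, 568 higher and 803 lower, and included 951 of the 956. Scaling the arrays by their spike-in controls moved the count most among the normalizations, to 64 probes. With slide as a block, 424 probes were called, 344 of them among the 956. All 956, which were chosen on these same arrays, kept their direction under the block. Their median log2 fold change was 99.2% of its size without the block, while the standard error was 1.29 times as large. In 207 of the 7770 probes every Tiber male lay on the same side of every Bolsena male, where chance gives 0.0311% of probes, or 2.41. Of these 207, 192 were among the 956, and within the 192 the largest increases in quantile-normalized intensity were at S_eeel_c39666 and AS_eeel_c33446, and the largest decreases at P_eeel_c36905 and P_eeel2_c1783. S_eeel_c39666 had a log2 intensity of 8.79 ± 0.68 (SD, n = 8) in Tiber and 4.75 ± 1.31 (SD, n = 7) in Bolsena, where it was well above background in 4 of the 7 males. The size of its change therefore depends on signal near background: the log2 fold change was 4.04, and 2.11 with the normexp background correction. AS_eeel_c33446, well above background in all 15 males, had a log2 fold change of 3.91 (standard error 0.28, limma adjusted p = 2.66e-06), from 9.24 ± 0.72 (SD, n = 7) in Bolsena to 13.15 ± 0.41 (SD, n = 8) in Tiber. P_eeel_c36905 was well above background in all 7 Bolsena males but in 2 of the 8 Tiber males, and its log2 fold change was -2.39, and -0.77 with normexp. P_eeel2_c1783 had a log2 fold change of -2.08 (standard error 0.29, limma adjusted p = 0.000652). With slide as a block the log2 fold changes of AS_eeel_c33446 and P_eeel2_c1783 were 3.85 and -2.29. Within slide 1, with 2 Tiber and 4 Bolsena males, the differences were 4.22 and -2.90 in the same order. Within slide 2, with 6 Tiber males and 1 Bolsena male, they were 3.28 and -1.34.

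**Figure D2:**
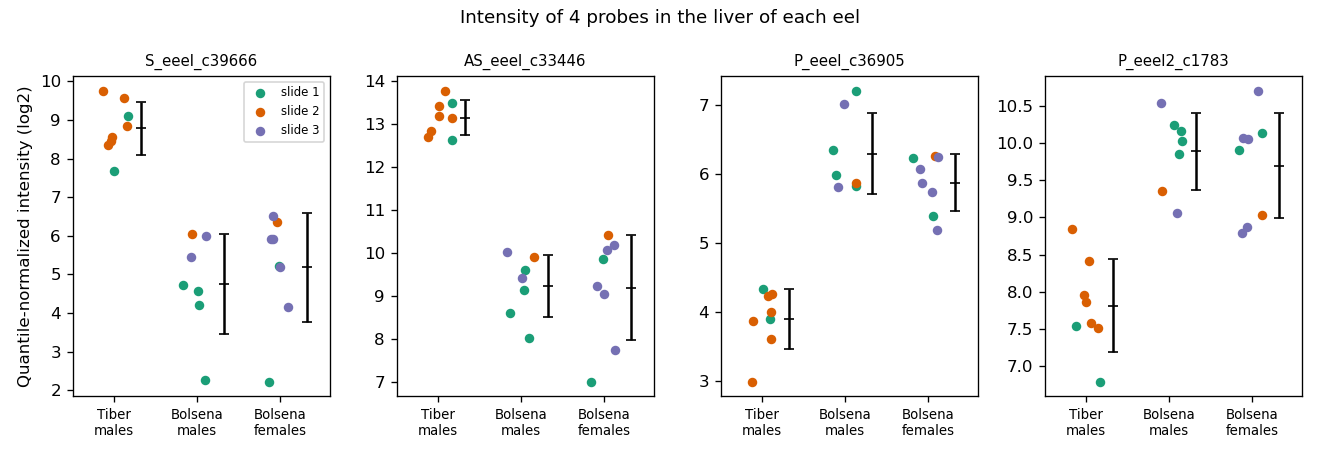
Quantile-normalized intensity (log2, vertical axis) of 4 probes in the liver of each eel, by group (horizontal axis). Points are eels coloured by slide, and the bar beside each group gives the mean and SD; for AS_eeel_c33446 the Tiber males lie between 12.63 and 13.78 and the Bolsena males between 8.02 and 10.02.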

With a less restrictive 5% FDR, a list of 1,171 probes were differentially expressed in the Tiber individuals in comparison with the Bolsena individuals, 406 over-expressed and 775 under-expressed.

A more systematic functional interpretation of the set of differentially expressed genes between sites was obtained by an enrichment analysis in DAVID. Using the list of transcripts obtained with the 5% FDR corresponding to 709 unique transcripts, a putative match with zebrafish was found for 563 transcripts. Enrichment analysis showed a total of 23 terms, all significantly over-represented in the heavily-polluted Tiber site compared to the Bolsena site (Table 3), including 7 KEGG pathway terms, 5 MF-GO terms, 3 BP-GO terms, 3 SP-PIR (a database of protein superfamilies) keywords and 5 InterPro (a database of protein families). The genes assigned to the above 23 terms are mostly known to be involved in drug metabolism (Table 4). Those included genes encoding several members of the cytochrome P450 superfamily of enzymes (CYP2J23, CYP3A65, CYP46A1) that catalyze the oxidation of xenobiotic substances such as pollutants, drugs and toxic elements. A higher number of terms were under-expressed in the individuals from the Tiber site in comparison with the individuals from the Bolsena site (Table 5). The assigned genes are mostly known to be involved in energetic metabolism (Table 6). Three KEGG pathways were significantly enriched, namely oxidative phosphorylation (32 genes; Figure 4), gap junction (8 genes; Figure 5) and RNA polymerase (5 genes; Figure 6).

**Table 3:** Functional Annotation Enrichment analysis of statistically-significant over-expressed genes in European eel silver males from the river Tiber site (N = 8) in comparison with silver males from the lake Bolsena site (N = 7). FE = Fold Enrichment

**Category**	**Term**	**Count**	**P value**	**FE**
KEGG_PATHWAY	dre00052:Galactose metabolism	4	0.004	11.5
	dre00520:Amino sugar and nucleotide sugar metabolism	5	0.004	7.2
	dre00591:Linoleic acid metabolism	3	0.010	17.3
	dre00040:Pentose and glucuronate interconversions	3	0.016	13.8
	dre00511:Other glycan degradation	3	0.024	11.5
	dre00500:Starch and sucrose metabolism	3	0.042	8.7
	dre00980:Metabolism of xenobiotics by cytochrome P450	3	0.042	8.7
INTERPRO	IPR002401:Cytochrome P450, E-class, group I	4	0.007	9.5
	IPR017973:Cytochrome P450, C-terminal region	4	0.009	8.8
	IPR017972:Cytochrome P450, conserved site	4	0.009	8.8
	IPR001128:Cytochrome P450	4	0.011	8.1
	IPR012335:Thioredoxin fold	5	0.041	3.7
SP_PIR_KEYWORDS	heme	5	0.010	5.6
	monooxygenase	4	0.010	8.4
	oxidoreductase	8	0.023	2.7
GOTERM_BP	GO:0055114 ~ oxidation reduction	11	0.005	2.7
	GO:0019882 ~ antigen processing and presentation	4	0.007	9.6
	GO:0006955 ~ immune response	4	0.042	5.0
GOTERM_MF	GO:0009055 ~ electron carrier activity	7	0.013	3.5
	GO:0020037 ~ heme binding	5	0.025	4.3
	GO:0043167 ~ ion binding	27	0.037	1.4
	GO:0043169 ~ cation binding	27	0.037	1.4
	GO:0046906 ~ tetrapyrrole binding	5	0.039	3.8

**Table 4:** Functional Annotation Clustering of statistically-significant over-expressed genes in European eel silver males from the river Tiber site (N = 8) in comparison with silver males from the lake Bolsena site (N = 7)

**Annotation Cluster**	**Gene**
Annotation Cluster 1	Cytochrome c oxidase subunit 1
(Enrichment Score: 1.81)	Cytochrome P450, family 2 subfamily J, polypeptide 23 (CYP2J23)
	Cytochrome P450, family 3 subfamily A, polypeptide 65 (CYP3A65)
	Cytochrome P450, family 46 subfamily A, polypeptide 61 (CYP46A1)
	Glutamate dehydrogenase 1a
	Glutathione peroxidase 1a
	Retinol saturase (all-trans-retinol 13,14-reductase)
	SH3 domain binding glutamic acid-rich protein like 3
	Sulfide quinone reductase-like
	Transferrin-a, Rho-class gluthatione S-transferase
Annotation Cluster 2	Pi-class glutathione-S-transferase
(Enrichment Score: 1.53)	Glutathione peroxidase 1a
	SH3 domain binding glutamic acid-rich protein like 3
	Transferrin receptor 1a
	Transferrin -a: Rho-class glutathione-S-transferase

**Table 5:** Functional Annotation Enrichment analysis of statistically-significant under-expressed genes in European eel silver males from the river Tiber site (N = 8) in comparison with silver males from the lake Bolsena site (N = 7). FE = Fold Enrichment

**Category**	**Term**	**Count**	**PValue**	**FE**
KEGG_PATHWAY	dre00190:Oxidative phosphorylation	32	<0.001	3.2
	dre04540:Gap junction	8	0.003	3.8
	dre03020:RNA polymerase	5	0.035	3.7
INTERPRO	IPR003008:Tubulin/FtsZ, GTPase domain	7	<0.001	7.9
	IPR017975:Tubulin, conserved site	7	<0.001	7.9
	IPR000217:Tubulin	7	<0.001	7.9
	IPR018316:Tubulin/FtsZ, 2-layer sandwich domain	7	<0.001	7.9
	IPR004217:Mitochondrial inner membrane translocase complex, Tim8/9/10/13-zinc finger-like	4	0.005	9.0
	IPR004217:Zinc finger, Tim10/DDP-type	4	0.005	9.0
	IPR002453:Beta tubulin	4	0.005	9.0
	IPR008011:Complex 1 LYR protein	4	0.012	7.2
	IPR013838:Beta tubulin, autoregulation binding site	4	0.012	7.2
	IPR003439:ABC transporter-like	5	0.018	4.5
	IPR001648:Ribosomal protein S18	3	0.034	9.0
	IPR017900:4Fe-4S ferredoxin, iron-sulphur binding, conserved site	3	0.034	9.0
	IPR012677:Nucleotide-binding, alpha-beta plait	11	0.034	2.1
	IPR003593:ATPase, AAA + type, core	8	0.042	2.4
SP_PIR	ribosomal protein	29	<0.001	3.2
	ribonucleoprotein	25	<0.001	3.5
	mitochondrion	21	<0.001	3.1
	ubiquinone	10	<0.001	4.0
	transit peptide	10	<0.001	3.6
	ribosome biogenesis	5	0.003	6.9
	translocation	5	0.003	6.9
	viral nucleoprotein	6	0.005	4.9
	mitochondrion inner membrane	9	0.005	3.1
	microtubule	7	0.009	3.6
	chaperone	9	0.011	2.8
	protein transport	8	0.016	2.9
	iron-sulfur	4	0.027	5.5
	iron	11	0.039	2.0
PIR_SUPERFAMILY	PIRSF002306:tubulin	7	<0.001	8.5
GOTERM_MF	GO:0005198 ~ structural molecule activity	41	<0.001	2.7
	GO:0003735 ~ structural constituent of ribosome	25	<0.001	2.6
	GO:0015078 ~ hydrogen ion transmembrane transporter activity	13	0.002	2.7
	GO:0015077 ~ monovalent inorganic cation transmembrane transporter activity	14	0.002	2.5
	GO:0009055 ~ electron carrier activity	15	0.001	2.6
	GO:0016887 ~ ATPase activity	15	0.006	2.2
	GO:0003723 ~ RNA binding	18	0.007	2.0
	GO:0022890 ~ inorganic cation transmembrane transporter activity	14	0.008	2.2
	GO:0015399 ~ primary active transmembrane transporter activity	9	0.009	2.9
	GO:0015405 ~ P-P-bond-hydrolysis-driven transmembrane transporter activity	9	0.009	2.9
	GO:0051536 ~ iron-sulfur cluster binding	6	0.012	4.0
	GO:0051540 ~ metal cluster binding	6	0.012	4.0
	GO:0016651 ~ oxidoreductase activity, acting on NADH or NADPH	7	0.020	3.1
	GO:0046961 ~ proton-transporting ATPase activity, rotational mechanism	5	0.024	4.2
	GO:0051537 ~ 2 iron, 2 sulfur cluster binding	3	0.032	9.2
	GO:0003899 ~ DNA-directed RNA polymerase activity	5	0.032	3.9
	GO:0034062 ~ RNA polymerase activity	5	0.032	3.9
	GO:0008135 ~ translation factor activity, nucleic acid binding	9	0.032	2.3
	GO:0003743 ~ translation initiation factor activity	7	0.037	2.7
	GO:0003924 ~ GTPase activity	7	0.037	2.7
GOTERM_CC	GO:0005739 ~ mitochondrion	43	<0.001	2.6
	GO:0030529 ~ ribonucleoprotein complex	46	<0.001	2.3
	GO:0044429 ~ mitochondrial part	31	<0.001	3.0
	GO:0005740 ~ mitochondrial envelope	24	<0.001	2.8
	GO:0005840 ~ ribosome	34	<0.001	2.2
	GO:0043228 ~ non-membrane-bounded organelle	61	<0.001	1.6
	GO:0043232 ~ intracellular non-membrane-bounded organelle	61	<0.001	1.6
	GO:0005743 ~ mitochondrial inner membrane	19	<0.001	2.8
	GO:0019866 ~ organelle inner membrane	19	<0.001	2.7
	GO:0031966 ~ mitochondrial membrane	20	<0.001	2.6
	GO:0031967 ~ organelle envelope	24	<0.001	2.3
	GO:0031975 ~ envelope	24	<0.001	2.3
	GO:0031090 ~ organelle membrane	24	0.001	1.9
	GO:0031974 ~ membrane-enclosed lumen	22	0.002	1.9
	GO:0005758 ~ mitochondrial intermembrane space	6	0.005	4.5
	GO:0031970 ~ organelle envelope lumen	6	0.005	4.5
	GO:0015934 ~ large ribosomal subunit	6	0.009	4.1
	GO:0042719 ~ mitochondrial intermembrane space protein transporter complex	4	0.011	6.8
	GO:0031980 ~ mitochondrial lumen	6	0.014	3.7
	GO:0005759 ~ mitochondrial matrix	6	0.014	3.7
	GO:0044455 ~ mitochondrial membrane part	6	0.021	3.4
	GO:0033279 ~ ribosomal subunit	7	0.037	2.6
	GO:0005874 ~ microtubule	7	0.037	2.6
GOTERM_BP	GO:0006412 ~ translation	36	<0.001	2.5
	GO:0042254 ~ ribosome biogenesis	10	<0.001	5.1
	GO:0022613 ~ ribonucleoprotein complex biogenesis	10	<0.001	4.6
	GO:0051258 ~ protein polymerization	7	<0.001	5.9
	GO:0070585 ~ protein localization in mitochondrion	5	<0.001	9.2
	GO:0006626 ~ protein targeting to mitochondrion	5	<0.001	9.2
	GO:0007005 ~ mitochondrion organization	5	<0.001	9.2
	GO:0006839 ~ mitochondrial transport	5	0.002	7.7
	GO:0055085 ~ transmembrane transport	20	0.002	2.1
	GO:0007006 ~ mitochondrial membrane organization	4	0.005	9.2
	GO:0045039 ~ protein import into mitochondrial inner membrane	4	0.005	9.2
	GO:0007007 ~ inner mitochondrial membrane organization	4	0.005	9.2
	GO:0007018 ~ microtubule-based movement	7	0.005	4.0
	GO:0006091 ~ generation of precursor metabolites and energy	16	0.005	2.1
	GO:0007017 ~ microtubule-based process	8	0.011	3.1
	GO:0022900 ~ electron transport chain	8	0.011	3.1
	GO:0034660 ~ ncRNA metabolic process	9	0.012	2.7
	GO:0006364 ~ rRNA processing	5	0.016	4.6
	GO:0016072 ~ rRNA metabolic process	5	0.016	4.6
	GO:0034622 ~ cellular macromolecular complex assembly	11	0.021	2.2
	GO:0006886 ~ intracellular protein transport	11	0.029	2.1
	GO:0034613 ~ cellular protein localization	11	0.029	2.1
	GO:0034621 ~ cellular macromolecular complex subunit organization	11	0.029	2.1
	GO:0006612 ~ protein targeting to membrane	4	0.031	5.3
	GO:0065002 ~ intracellular protein transmembrane transport	3	0.032	9.2
	GO:0070727 ~ cellular macromolecule localization	11	0.032	2.1
	GO:0046907 ~ intracellular transport	13	0.037	1.9
	GO:0034470 ~ ncRNA processing	6	0.037	3.1
	GO:0065003 ~ macromolecular complex assembly	12	0.037	1.9
	GO:0043623 ~ cellular protein complex assembly	7	0.038	2.7
	GO:0015985 ~ energy coupled proton transport, down electrochemical gradient	7	0.038	2.7
	GO:0034220 ~ ion transmembrane transport	7	0.038	2.7
	GO:0015986 ~ ATP synthesis coupled proton transport	7	0.038	2.7
	GO:0017038 ~ protein import	5	0.043	3.5
	GO:0043933 ~ macromolecular complex subunit organization	12	0.047	1.9
UP_SEQ_FEATURE	transit peptide:Mitochondrion	10	0.002	3.2
	short sequence motif:Twin CX3C motif	3	0.036	8.6
SMART	SM00382:AAA	8	0.009	3.2
	SM00360:RRM	10	0.012	2.6
	SM00651:Sm	4	0.042	4.8
COG_ONTOLOGY	Translation, ribosomal structure and biogenesis	7	0.015	3.1

**Table 6:** Functional Annotation Clustering of statistically-significant under-expressed genes in European eel silver males from the river Tiber site (N = 8) in comparison with silver males from the lake Bolsena site (N = 7)

**Annotation Cluster**	**Gene**
Annotation Cluster 1	Actin alpha 1, skeletal muscle
(Enrichment Score: 6.78)	Actin-related protein 2/3 complex, subunit 3
	Chromodomain helicase DNA binding protein 2
	Collagen, type I, alpha 1
	Collagen, type I, alpha 2
	DEAD (Asp-Glu-Ala-Asp) box polypeptide 51
	Dynein light chain 2
	Eukaryotic translation initiation factor 2 subunit 1 alpha
	Eukaryotic translation initiation factor 3 subunit 2 beta
	Eukaryotic translation initiation factor 3 subunit J
	Heterogeneous nuclear ribonucleoprotein D-like
	Isoleucyl-tRNA synthetase
	Keratin 8
	Mitochondrial ribosomal protein 63
	Mitochondrial ribosomal protein L13
	Mitochondrial ribosomal protein L15
	Mitochondrial ribosomal protein L17
	Mitochondrial ribosomal protein L23
	Mitochondrial ribosomal protein L38
	Mitochondrial ribosomal protein L45
	Mitochondrial ribosomal protein S18B
	Mitochondrial ribosomal protein S18C
	Mitochondrial ribosomal protein S23
	Mki67 (FHA domain) interacting nuclear phosphoprotein
	Profilin 2
	Ribosomal protein S8
	Ribosomal protein S29
	SDA1 domain containing 1
	Seryl-tRNA synthethase
	Slow myosin heavy chain 2
	Small nuclear ribonucleoprotein D1 polypeptide
	Small nuclear ribonucleoprotein D3 polypeptide
	Small nuclear ribonucleoprotein polypeptide E
	Small nuclear ribonucleoprotein polypeptide F-like
	Thrombospondin 1
	Thrombospondin 4b
	Titin a
	Tubulin, alpha 8 like 2
	Tubulin, alpha 8 like 4
	Tubulin, beta 5
	Vessicle-associated membrane protein, associated protein B and C
Annotation Cluster 2	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit b
(Enrichment Score: 4.69)	ATP synthase, H+ transporting, mitochondrial F0 complex, subunit e
	ATP synthase, H+ transporting, mitochondrial F0 complex, alpha subunit 1
	ATPase, H+ transporting, lysosomal, V1 subunit H
	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 4
	NADH dehydrogenase (ubiquinone) Fe-S protein 4
	Chromatin modifying protein 5
	COX17 cytochrome c oxidase assembly homolog
	Cytochrome c oxidase subunit VIIa 2
	Frataxin
	Heat shock protein 9
	Mitochondrial ribosomal protein 63
	Mitochondrial ribosomal protein L15
	Mitochondrial ribosomal protein L23
	Mitochondrial ribosomal protein L45
	Nuclear cap binding protein subunit 2
	SDA1 domain containing 1
	Solute carrier family 25, member 16
	Succinate dehydrogenase complex, subunit A, flavoprotein
	Succinate dehydrogenase complex, subunit B, iron sulfur
	Succinate dehydrogenase complex, subunit D, integral membrane protein A
	Succinate dehydrogenase complex, subunit D, integral membrane protein B
	Succinate dehydrogenase complex, subunit A, flavoprotein
	Transcription factor B2
	Ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1

**Figure 4:**
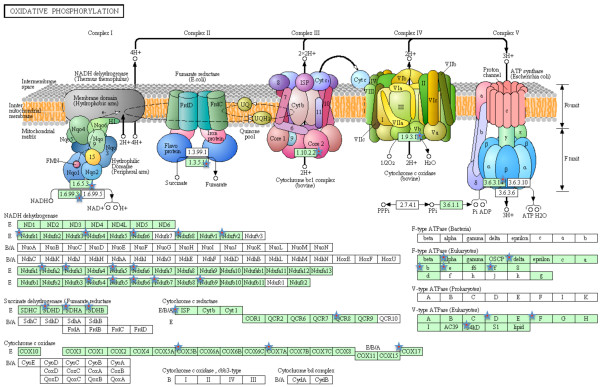
**Mapping of zebrafish genes homologous to European eel transcripts to oxidative phosphorylation.** Green boxes represent KEGG nodes specific to the considered organism. Red stars indicate enriched nodes, which may represent one or more genes.

**Figure 5:**
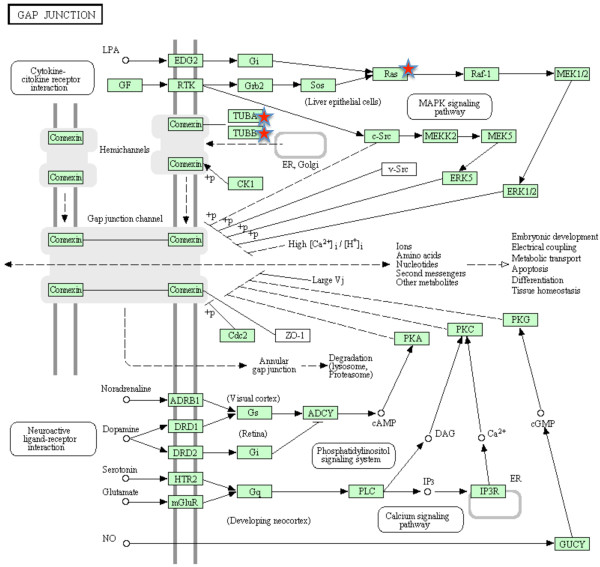
**Mapping of zebrafish genes homologous to European eel transcripts to gap junction.** Green boxes represent KEGG nodes specific to the considered organism. Red stars indicate enriched nodes, which may represent one or more genes.

**Figure 6:**
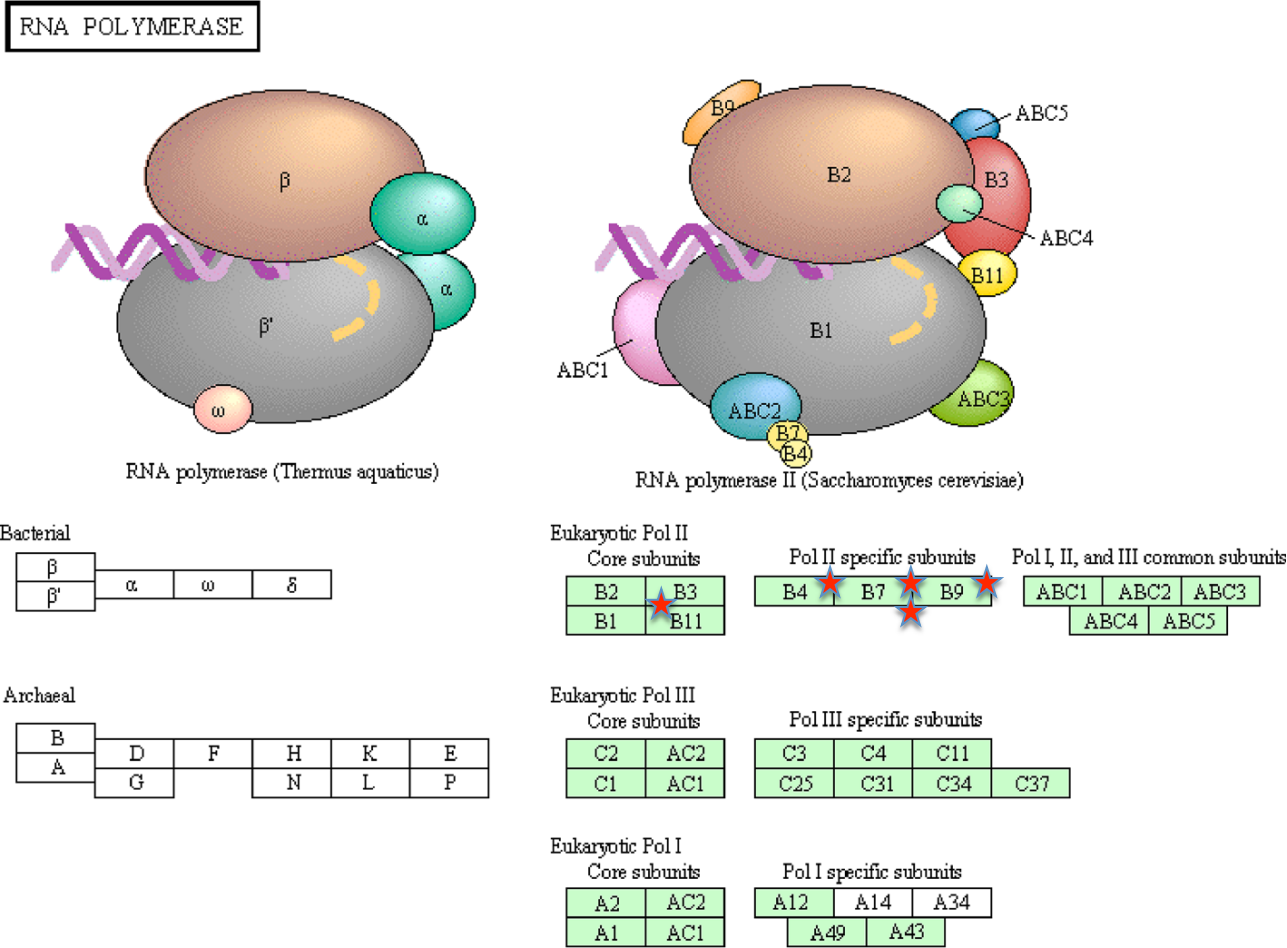
**Mapping of zebrafish genes homologous to European eel transcripts to RNA polymerase.** Green boxes represent KEGG nodes specific to the considered organism. Red stars indicate enriched nodes, which may represent one or more genes.

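When the 8 Bolsena females were added, limma called 941 of 7770 probes between the 8 Tiber males and the 15 Bolsena eels at an adjusted p under 0.05 and a fold change of at least 1.5, 429 higher and 512 lower in Tiber. SAM at a 5% FDR gave 1339 probes, 605 higher and 734 lower. As no Tiber female was sampled, this comparison mixes site and sex. For the same reason, a fit with sex as a covariate compares the Tiber males with the Bolsena males alone and is the same as a fit of the 3 groups; it called 862 probes, 365 higher and 497 lower, of which 650 were among the 941. With slide as a block, 578 probes were called, 401 of them among the 941.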

When repeating the analysis with females from Bolsena also included (total N = 23 individuals), 1,135 transcripts were differentially expressed in the Tiber samples in comparison with the Bolsena samples using a 5% FDR, 552 transcripts over-expressed and 583 transcripts under-expressed. Enrichment analysis using DAVID confirmed the results obtained with the males dataset and all key genes over-expressed (genes involved in drug metabolism) and under-expressed (genes involved in energy metabolism) in the individuals from Tiber were also significantly enriched when females were added to the analysis. 

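Of the 2000 heatmap genes, 1942 were among the 6096 tested probes with a mean normalized intensity over 100. Among these 1942, 398 probes (20.5%) differed between Tiber and Bolsena males, against 10.4% of the probes outside the heatmap genes. The odds ratio was 2.21 (95% interval 1.90 to 2.58, Fisher's exact test, two-sided, p = 2.75e-25). Both lists favour probes that vary between eels, and probes are not independent of each other. With the calls that included females, the odds ratio was 3.18, and with the 500 most variable genes in place of 2000 it was 1.37 (Fisher's exact test, p = 0.0210).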

Unlike gene expression profiles, which were strongly affected by sexes, enrichment analyses did not vary when including females, which suggests that the differentially expressed genes between Tiber and Bolsena were under-represented among the sub-set of 2,000 genes used in the Pearson correlation-based heatmap.

When correlating gene expression and individual measures of pollutants in SAM, a total of 14 transcripts were positively correlated (1 with PCB and the rest with metals) and a total of 27 transcripts were negatively correlated (2 with PCB, 7 with OCPs, 13 with BFRs and 5 with metals). In both cases, the same associations were obtained using either a 0, 1 or 5% FDR. Using the list of positively and negatively correlated transcripts, a putative match with zebrafish was found for 20 transcripts to be used in DAVID. A total of 11 terms were enriched (all negatively correlated with individual measures of pollutants), but only one term was statistically significant (p = 0.015; Table 7), corresponding to NADH-ubiquinone oxidoreductase chain 2 and 5 genes. No functional annotation clusters or KEGG pathways were enriched.

**Table 7:** Functional Annotation Genes correlated with pollutants at the individual level. FE = Fold Enrichment

**Category**	**Term**	**Count**	**P value**	**FE**
INTERPRO	IPR002750: NADH	2	0.015	122.7
KEGG_PATHWAY	dre03010: Ribosome	3	0.072	5.8
SP_PIR_KEYWORDS	respiratory chain	2	0.065	27.5
	electron transport	2	0.085	20.6
GOTERM_BP	GO:0042773 ATP synthesis coupled electron transport	2	0.054	32.9
	GO:0022904 respiratory electron transport chain	2	0.072	24.7
GOTERM_MF	GO:0050136 NADH dehydrogenase (quinone) activity	2	0.054	32.9
	GO:0008137 NADH dehydrogenase (ubiquinone) activity	2	0.054	32.9
	GO:0016655 Oxireductose (NADH) activity	2	0.054	32.9
	GO:0003954 NADH dehydrogenase activity	2	0.054	32.9
	GO:0003735 Structural component of ribosome	2	0.042	8.7

### Estimation of evolutionary distance of CYP3A genes

Our study shows one CYP3A isozyme over-expressed in the Tiber samples, with a positive BLAST hit with zebrafish *Danio rerio* CYP3A65 [40], one of the key enzymes involved in the detoxification of xenobiotic substances. Estimation of evolutionary distances using pairwise distance (p-distance model) in MEGA 5 [41] showed a genetic distance of 0.308 between the European eel CYP3A and zebrafish CYP3A65. Comparison with other amino acid sequences available in GenBank showed slightly higher pairwise genetic distances between the European eel CYP3A and killifish *Fundulus heteroclitus* CYP3A30 (0.321), medaka *Oryzias latipes* CYP3A40 (0.365) and rainbow trout *Oncorhynchus mykiss* CYP3A27 (0.372). By comparison, a higher genetic distance was found between the European eel CYP3A and the human CYP3A4 of 0.614. A Neighbour-Joining tree comparing those CYP3A isozymes grouped together the European eel and zebrafish CYP3As, separated from the killifish, medaka and rainbow trout, which formed a second group (Figure 7), while the human CYP3A4 appeared as the most distant.

**Figure 7:**
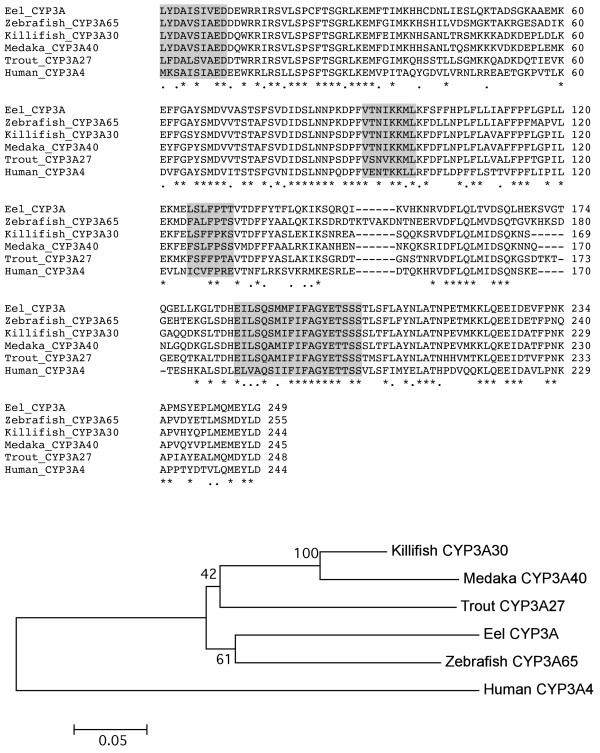
**Alignment of the amino acid sequence of European eel CYP3A and other vertebrate CYP3A members with high amino acid sequence similarity using the CLUSTAL_W method.** Amino acids shared by all species are indicated by a stark mark and amino acids shared by all fish species by a dot mark. Putative recognition sites SRS are indicated by light shade. A gene tree was constructed using the Neighbour-Joining tree method in MEGA5. Genbank accession numbers for the sequences used are as follows: zebrafish CYP3A65, AY452279; killifish CYP3A330, AF105068; medaka CYP3A40, AF251271; rainbow trout CYP3A27, U96077; human CYP3A4, NP059488.

## Discussion

### Over-expression of detoxification genes

Several genes related to metabolism of xenobiotics were upregulated in the highly polluted site (Tiber) in comparison with the low pollution site (Bolsena), which indicates that their expression is pollutant-related. These include a set of cytochrome P450 (CYP) genes that were upregulated by 8–10 fold in the Tiber sample group. The liver CYP enzymes are a superfamily of heme-containing monooxygenases that constitute the principal enzymes involved in metabolism of xenobiotics. The function of most CYPs is to catalyze the oxidative and reductive metabolism of xenobiotic substances such as drugs, environmental chemicals and endogenous substrates [42]. Out of all families, CYP3A isozymes comprise the largest proportion of CYPs in the liver. CYP3A isozymes are involved in the first phase of the xenobiotic metabolism by means of introducing reactive or polar groups into the xenobiotics, thus modifying their chemical structure. Previous studies have shown that expression of CYP3A isozymes is induced by dioxins [40], PCBs [43] and PBDEs [44].

A novel European eel CYP3A gene, upregulated in the highly polluted Tiber site, was identified by enrichment analysis and shown to be ortholog to zebrafish *Danio rerio* CYP3A65 by phylogenetic analysis. The European eel CYP3A conformed to the specific structural features associated with the family, and despite being a partial sequence, several conserved regions could be identified including a total of four substrate recognition sites (partial SRS1, full SRS2, SRS3 and SRS4). Differences in CYP catalytic activities are suggested to be determined by amino acid changes in SRS sites [45]. In the case of the European eel CYP3A, differences in amino acid sequence between the species in Figure 7 were predominantly observed in SRS3 (43%) but not in SRS2 (0%) or SRS4 (6%), which agrees with the observations when comparing two CYP3A paralogs in medaka [45].

In addition to xenobiotic metabolizing enzymes involved in the first phase of detoxification, we also identified genes involved in the second phase of the xenobiotic metabolism, particularly glutathione-S-transferase (GST), which was over-expressed by 1.5 fold in the heavily-polluted Tiber site. Following addition of reactive functional groups by CYPs in phase I, phase II enzymes catalyze the conjugation of the xenobiotic parent compound or its metabolites with an endogenous ligand, thus facilitating its excretion [46]. GSTs are a multigene superfamily of dimeric multifunctional enzymes that catalyze the conjugation of metabolites by covalently adding reduced glutathione (GSH). Based on their biochemical, immunologic and structural properties, GSTs are categorized into 4 main classes: alpha, mu, pi, and theta. The gene over-expressed in the Tiber samples was glutathione S-transferase pi (GSTP1), previously described in many fish species including the European eel (GenBank accession number AAS01601). In contrast with phase I enzymes, an increase in GST activity as a response to xenobiotics like the one found in our study in the highly polluted Tiber site does not seem to be universal, and while some studies show a higher enzyme activity, others do not observe changes or even report negative results. In this sense, a review of 43 laboratory and 39 field studies in fish only reported a significant GST increase in 33% of the studies [46]. Besides biotransformation or metabolic enzymes, many pollutants have been shown to exert toxic effects related to oxidative stress [47]. Antioxidant enzymes such as superoxide dismutase (SOD), catalase (CAT) or glutathione peroxidase (GPOX) defend the organisms against oxygen toxicity and are critical during the detoxification of radicals to non-reactive molecules. In our study, GPOX was upregulated in samples from the highly-polluted Tiber site and was included in the two annotated clusters that were significantly enriched. GPOX is a peroxidase that plays an important role in protecting membranes from lipid peroxidation damage. The increased GPOX activity observed in our study contrasts with the lack of response of GPOX to pollution found in most studies. The review of Van der Oost et al. [46] reported a positive response on GPOX in only 14% of field studies, limited to chub *Squalius cephalus* and grey mullet *Mugil cephalus*. Regarding other antioxidant enzymes, the European eel platform developed in this study included 3 transcripts encoding for SOD, only one of which was upregulated in the samples from the Tiber site, although not significantly so. No transcripts showing a significant match with CAT were included in the platform.

Along with detoxification genes, environmental stress has been proposed to induce the synthesis of proteins involved in protection and repair of the cell in response to environmental perturbations, including stress (heat shock) proteins, metallothioneins and multi-xenobiotic resistance (MXR) transmembrane proteins. In particular, metallothioneins constitute a superfamily of proteins involved in the regulation and/or detoxification of a wide variety of metals (e.g., Cd, Cu, Zn, Hg, Co, Ni, Bi and Ag; [48,49]). However, in our study, metallothioneins were not over-expressed in samples from the highly-polluted Tiber site. The European eel array developed in this study included at least 11 transcripts encoding metallothioneins, and while most of them (82%) showed a higher expression in Tiber than in Bolsena samples, differences were not statistically significant. In contrast with our study, a straightforward positive dose–response association to single pollutants for metallothioneins has been documented in experimental studies in European glass eels [32]. However, many biotic and abiotic factors can influence gene expression in nature [10], leading to discrepancies between field and experimental studies [50]. On the other hand, examination of differences in gene expression between polluted and unpolluted populations of Atlantic cod (*Gadus morhua*) from western Norway using gene expression profiling showed genes related to metal stress including metallothionein to be upregulated in the polluted locations [51], which confirms early experimental results in fish (i.e. brown trout, [52]). The recent study of Milan et al. [53] on expression profiling in the Manila clam *Ruditapes philippinarum* reported four transcripts encoding metallothioneins over-expressed in samples from a highly polluted area. In the same study, up to nine GST-coding transcripts were upregulated in the polluted area.

Some of the genes over-expressed in the highly polluted Tiber site could be potentially used as genomic markers (biomarkers) for environmental genomics, including the European eel CYP3A gene ortholog to CYP3A65 in zebrafish, glutathione-S-transferase and glutathione peroxidase. However, it should be noted that further studies are required to confirm the adequacy of the potential biomarkers identified in our study, including a full characterization of the genes, the analysis of variation across sexes and habitats and the temporal stability of their expression, in order for them to be unequivocally used as valid biomarkers.

### Pollution is associated with decreased energy production

Our results suggest that, together with the induction of detoxification genes, pollution is associated with decreased respiratory activity and energy production. Many genes involved in energy metabolism were downregulated in samples from the highly-polluted Tiber site, including key enzymes in the mitochondrial respiratory chain and oxidative phosphorylation (Figure 4), and were grouped in a significantly enriched annotation cluster (enrichment score of 4.69). The mitochondrial respiratory chain couples electron transfer between electron donors (NADH, succinate) and acceptors (O_2_) with the transport of protons (H^+^ ions) from the mitochondrial matrix into the intermembrane space, which builds a proton gradient across the mitochondrial inner membrane that is used to generate energy in the form of ATP. The following genes were all down-regulated in tissues collected from the Tiber fish:

(1) NADH dehydrogenase. This enzyme is a component of Complex I of the mitochondrial respiratory chain that catalyzes the transfer of electrons from NADH to coenzyme Q (ubiquinone).

(2) Succinate dehydrogenase. This enzyme is part of Complex II of the mitochondrial respiratory chain that catalyzes the conversion from succinate to fumarate and passes electrons to coenzyme Q in the same fashion as NADH.

(3) Ubiquinol-cytochrome *c* reductase. This enzyme is part of the third complex in the electron transport chain, which catalyzes the oxidation of coenzyme Q. Electrons are sequentially transferred from coenzyme Q to complex III, and from there to cytochrome *c*, a water-soluble electron carrier located within the intermembrane space.

(4) Cytochrome *c* oxidase. This enzyme is part of Complex IV of the mitochondrial respiratory chain that receives electrons from cytochrome *c* and transfers them to oxygen, the most electronegative and terminal electron acceptor in the chain, converting molecular oxygen to two molecules of water. In the process, it translocates four protons across the membrane, establishing a transmembrane proton gradient used by the ATP synthase to synthesize energy.

(5) ATP synthase. This enzyme is sometimes referred as Complex V of the electron transport chain. The creation of a proton gradient across the mitochondrial inner membrane is used by ATP synthase to synthesize ATP via oxidative phosphorylation, using the flow of H^+^ to phosphorylate ADP to ATP.

In agreement with our study, experimental studies documented a decrease in expression of genes involved in the respiratory chain in response to cadmium exposure and hypoxia in the gills of glass eels [32].

In addition to genes involved in energy metabolism, proteins from two other gene families were downregulated in samples from the highly-polluted Tiber site, namely gap junction (Figure 5) and RNA polymerase (Figure 6) genes. Gap junctions are channels that connect the cytoplasms of adjacent cells, allowing ions and small solutes to pass between them. Among the postulated roles of gap junction communication are coordination of activities of specific groups of cells, nutrient sharing, regulation of growth and oncogenesis [54], although a connection with pollution does not seem straightforward. On the other hand, the multi-subunited RNA polymerases are the main enzymes responsible for gene transcription, which is the process of creating a complementary RNA copy of a DNA sequence. Enriched nodes in our study represented subunits of RNA polymerase II, which catalyzes the transcription of DNA to synthesize precursors of messenger RNA (mRNA) but also some non-coding RNAs. RNA expression is frequently used as a proxy of condition [55], as the amount of ribosomal, messenger and transfer RNAs provides information on the metabolic status of the whole organism. Thus, the suggested lower RNA expression in samples from the highly-polluted site points to a lower metabolic rate in this group of fish.

## Conclusions

Our findings suggest that pollution affects the condition of eels from a metabolic point of view, seeing that key genes involved in respiratory activity, energy production and RNA expression are downregulated in the Tiber fish, possibly resulting in a low energetic status of the individuals. Although we did not measure metabolism directly, the suggested genome-wide lowered metabolic rate and condition observed in eels at the pre-migrating stage in our study points to a poor quality of spawners that could potentially impair both spawning migration and reproduction in the Sargasso Sea. Given that many river basins across Europe are experiencing similar levels of environmental pollution, an impoverished spawning stock could lead to a reduced reproductive success, a lowered effective population size and an impaired evolutionary potential.

## Methods

### Contigs assembly and transcripts annotation

A total of 640,040 sequence reads from various existing and novel sources were assembled into contigs, including: (1) 242,762 reads obtained by 454 FLX Titanium sequencing of a normalised cDNA library produced from a pool of 18 glass eels (cephalic region) that constituted the first Eeelbase sequencing run [56]; (2) 300,555 additional reads from a second Eeelbase sequencing run using the same cDNA library; (3) 93,119 reads also obtained by 454 sequencing of a cDNA library produced from olfactory gland of adults (A. Canario, unpublished data) and (4) 3,604 reads obtained by Sanger sequencing using a mixture of adult tissues (brain, gill, intestine and kidney) [37].

Sequence reads were assembled into contigs using MIRA 3 assembler [57]. As in Coppe et al. [56] we used a double assembly approach, with the first run of hybrid assembly being used for a second local assembly to reduce contig redundancy. Threshold values were then applied to obtain the final set of contigs representing European eel transcripts: a minimum contig length of 200 nucleotides and a minimum average sequence quality of 30 (Phred Scores), corresponding to an error rate of 1 per 1,000 bp.

*De novo* functional annotation of the European eel transcriptome was obtained by similarity using BLAST (Basic Local Alignment Search Tool) and Blast2Go [58]. Batch BLAST similarity searches for the full transcriptome were conducted locally against both NCBI (National Centre for Biotechnology Information) nucleotide (nt) and protein non-redundant (nr) databases using BLASTN and BLASTX, respectively. Alignments with an e-value smaller than 1E^-3^ were considered. The Blast2Go suite was used for functional annotation of transcripts, mapping GO (Gene Ontology) terms to those transcripts with BLAST hits. In order to provide a broader overview of the ontology content, GO classes were grouped into GO-slim terms, which are cut-down versions of the GO ontologies containing a subset of GO terms, using the web tool CateGOrizer (http://www.animalgenome.org/bioinfo/tools/countgo/). The provisional annotation for microarray development was performed in Spring 2011, when the recently published eel draft genome [59] was not available.

### DNA microarray design

Probe design started with selection of target sequences to be included in the European eel microarray. We included all annotated sequences similar to vertebrates and invertebrates hits. Bacteria, virus, plants, fungi and protozoa were excluded. For 12,296 contigs with BLASTX hits, the putative orientation was unambiguous across hits and a single sense probe was designed. For 1,390 contigs, most with BLASTX hits and few with BLASTN hits, the putative orientation was ambiguous and two probes with opposite orientation (sense and antisense) were designed. In order to minimize assembler redundancy, 163 contigs differing by less than 3 nucleotide changes were discarded using a custom-made script to find best BLAST matches within the contig database. The final number of probes was 14,913. Probe design was carried out using the Agilent eArray Interface (https://earray.chem.agilent.com/earray/), which applies proprietary prediction algorithms to design 60-mer oligoprobes. Microarrays were synthesized in situ using the Agilent ink-jet technology with an 8 x 15 K format (8 arrays in a single slide). Each array included default positive and negative controls. Probe sequences and other details on the microarray platform can be found in the GEO database under accession number GPL15124.

### Sample collection

Samples of European eel were collected by fishermen during October 2009 in two separate areas in the Lazio region (Central Italy) characterized by different levels of environmental pollutants: the low course of the river Tiber (41°48′N; 12°25′E) and the nearby lake Bolsena (42°36′N; 11°55′E).

The river Tiber drains the largest basin in central Italy, flowing through a highly urbanised area around the city of Rome before flowing into the Tyrrhenian Sea. Our sampling area is situated 20 km from the river mouth on the lower river stretches, downstream from Rome, and shows a salinity of 0 ‰. This section of the river contains the highest pollution level as it collects many sources of organic and inorganic contaminants, including runoffs from intensive agriculture and industry outlets, the heavily polluted Aniene river tributary and the city sewage outlets. Although the city runoffs are properly treated, the river still receives quantities of incompletely treated wastewater and sewage from the urban area [60,61]. On the other hand, Bolsena is a freshwater (salinity of 0 ‰) mid-sized lake of volcanic origin, with a 113.6 km^2^ surface, a maximum length of 13.5 km and a mean depth of 81 m. The lake receives most of its water from rainfall as the hydrographic network of this area contains few waterways. Its only effluent is the river Marta, which connects the lake Bolsena to the Tyrrhenian Sea. Overall, the lake exhibits a good environmental quality despite a recent increase in tourism, urbanism and agriculture use. The lake is characterized by low residues of organochlorine pesticides and PCBs, well below the Italian and European action levels [62].

All individuals were silver eels (adults) as determined by gonad development stage and computed Pankhurst's [63] ocular index (OI), which reflects changes in eye diameter during metamorphosis to the silver stage. At the river Tiber, all samples were males (N = 30), measuring 35–42 cm total length (TL) and 81–144 g body weight (BW). At lake Bolsena, samples were constituted by a mix of males (N = 9; 37–42 cm TL, 77–121 g BW) and females (N = 21; 62–92 cm TL; 358–1,333 g BW). Individuals were sacrificed immediately after collection from the field following international recognized guidelines and according to National laws in order to minimize pain and stress. Biopsies of muscle and liver were collected for pollutants (stored at −20°C) and microarray (stored in RNALater) analyses, respectively. No analyses or experiments were conducted with live animals. The University of Padova ethic board CEASA (Comitato Etico di Ateneo per la Sperimentazione Animale) exempted this study from review as an extra moenia (in the field) activity.

### Pollutants measurements and analysis

A total of 36 males were analysed for PCBs, several organochlorine pesticides (OCPs) and brominated flame retardants (BFR) and nine metals. The analysis included 6 males from the low-pollution site at lake Bolsena, plus a higher number of males (N = 30) from the heavily polluted river Tiber site. From each individual, several samples of muscle tissue from the central part of the body (10 g wet weight each; ww) were removed in order to conduct all the measurements for pollutants.

Samples were analysed for 36 different PCB congeners, including the seven congeners considered as indicator PCBs (IUPAC No. 28, 52, 101, 118, 138, 153 and 180). OCPs in this study included hexachlorobenzene (HCB), pp-DDT and its major metabolite pp-DDE. BFRs included ten PBDE congeners (No. 28, 47, 49, 66, 85, 99, 100, 153, 154 and 183) and three HBCD isomers. Finally, the levels of nine metals were determined: silver (Ag), arsenic (As), cadmium (Cd), cobalt (Co), chromium (Cr), copper (Cu), nickel (Ni), lead (Pb) and zinc (Zn).

About 1 g eel muscle tissue was homogenised with Na_2_SO_4_, spiked with internal standards (BDE 77, BDE 128, ^13^C-BDE 209, ^13^C-α-HBCD, ^13^C-β-HBCD and ^13^C-γ-HBCD), extracted by hot Soxhlet during 2 h with hexane:acetone (3:1) and cleaned-up on acidified silica [64]. Prior to the clean-up, a fraction of the extract was taken to determine the lipid content gravimetrically. After clean-up and fractionation, PCBs, pp-DDE, pp-DDT and HCB were analysed by Gas chromatography–mass spectrometry (GC-MS) with Electron Impact Ionization (EI), PBDEs by GC-MS with Electron-capture Negative Ionization (ECNI) and HBCDs by Liquid Chromatography- Mass Spectrometry (LC-MS). Details are described in Roosens et al. [64]. The quality control procedures included the analysis of procedural blanks, duplicate samples, and certified material SRM 1945. Obtained values were deviating <10% from the certified values and all samples were blank-corrected. Recoveries of internal standards were all above 80%, RSD < 10%. Method quantification limits (LOQs) for individual pollutants were based on procedural blanks (10 x SD) and the amount of sample taken for analysis (typically 1 g eel muscle). LOQs ranged between 0.1 and 0.4 ng/g lipid wet weight.

Between 3 and 5 g of muscle tissue from the posterior part of the body was used for metal determination. Tissue samples were transferred to pre-weighted acid washed polypropylene vials and dried for 24 h at 60°C. Subsequently, the biological material was digested in a microwave oven, by adding a mixture (5:1) of nitric acid (70%) and peroxic acid (30%) [65]. Digested samples were frozen at −20°C until further analysis. Metals in muscle were analyzed using a High Resolution Inductively Coupled Plasma Mass Spectrometer (HR-ICP-MS). Concentrations of the metals in the muscle were calculated on a dry weight basis and expressed as μg/g. All samples were analysed in batches with blanks. Analytical accuracy was determined using certified reference material of the Community Bureau of Reference, i.e. standard for trace elements in mussel tissue (CRM 278). Recoveries were within 10% of the certified values.

Bioaccumulation of pollutants in individuals from the Tiber and Bolsena sites was compared with an univariate ANOVA for each pollutant separately. A Multivariate ANOVA (MANOVA) was conducted on a set of all pollutants combined (Sum 36 PCBs, HCB, pp-DDE, pp-DDT, Sum 10 PBDEs, Sum 3 HBCDs and nine metals). Significance for all statistic tests was taken as *p* = 0.05. All statistic analyses were performed in STATISTICA v. 10.0 (Statsoft).

### RNA extraction, labelling and hybridization

Gene expression analysis was carried out for a total of 23 individuals: 8 males from the highly polluted site at the river Tiber and 15 individuals from the low-pollution site at lake Bolsena, which included both males (N = 7) and females (N = 8). For each individual, total RNA was extracted from a 20–30 mg piece of liver using the RNAeasy Mini Kit (Qiagen). RNA concentration was determined using a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies). RNA integrity and quality was estimated on an Agilent 2100 Bioanalyzer (Agilent Technologies). Minimum RNA Integrity Number (RIN) was 7.5.

Sample labelling and hybridization were carried out following the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Low Input Quick Amp Labelling). For each individual, 100 ng total RNA were linearly amplified and labelled with the fluorescent dye Cy3-dCTP. In order to monitor microarray analysis work-flow, Agilent Spike-in Mix (a mixture of 10 different viral poly-adenylated RNAs) was added to each RNA sample before amplification and labelling. Labelled cRNA was purified with Qiagen RNAeasy Mini Kit and sample concentration and Cy3 specific activity were measured using a Nanodrop ND-1000 spectrophotometer. A Cy3 specific activity between 8 and 17 pmol Cy3 per μg cRNA was considered adequate for hybridization. Prior to hybridization, a total of 600 ng of labelled cRNA was fragmented for 30 min at 60°C by adding 5 μl 10X Blocking Agent and 1 μl Fragmentation buffer, and finally diluted with 25 μl 2X GE Hybridization buffer. A volume of 40 μl was dispended into the backing slide, assembled to the microarray slide (each slide containing eight arrays) and placed in the hybridization chamber. Slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven. Afterwards, slides were removed from the hybridization chamber, disassembled in GE Wash Buffer 1, and washed for 1 min in GE Wash Buffer 1 followed by one additional wash for 1 min in GE Wash Buffer 2.

### Microarray analysis

Hybridized slides were scanned at 5 μm resolution using an Agilent DNA microarray scanner. Slides were scanned at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%) and the two linked images generated were analysed together. Data were extracted and background subtracted using the standard procedure in Agilent Feature Extraction (FE) software v. 9.5.1. Hybridization success was evaluated using flag values, excluding those intensities not equal to 1. Normalization procedures were performed using the R statistical software (http://www.r-project.org), with Spike-In control intensities used to identify the best normalization procedure. Quantile normalization always yielded better results than cyclic loess normalization and quantile-normalized data were used in all subsequent analysis. Normalized fluorescent data have been deposited in the GEO database under accession number GSE35055.

A Pearson correlation-based heatmap representation of the gene expression profile of the individuals was drawn using an unsupervised clustering approach implemented in R. Cluster analysis was applied to the 2,000 genes with mean expression over a value of 100 and showing the most variable expression profiles across samples according to variation coefficient.

Differentially expressed genes across samples were identified using the statistical tests implemented in the program SAM (Significance Analysis of Microarrays) release 4.0 [66]. The two class unpaired test was used to identify over- and under-expressed genes between Tiber (heavily polluted) and Bolsena (lowly polluted) sites. A minimum of 1.5 fold change between groups was considered. The quantitative test was used to identify a correlation between gene expression and individual measure of PCBs, OCPs, BFRs and metals. We applied a 5% false discovery rate for multiple testing using the q-value method presented in Storey [67].

Functional annotation analysis of differentially expressed genes between Tiber and Bolsena sites was performed using the DAVID (Database for Annotation, Visualization and Integrated Discovery) web-server v6.7 (http://david.abcc.ncifcrf.gov). Prior to the analysis in DAVID, it was necessary to link differentially expressed sequences with sequence identifiers that could be recognized in DAVID. To do so, a BLAST search was conducted for significant matches of the European eel transcripts directly against zebrafish *Danio rerio* Ensembl proteins using BLASTX. *Danio rerio* Ensembl Gene IDs were obtained from the corresponding Ensembl protein entries using the Biomart data mining tool in the Ensembl website (http://www.ensembl.org/biomart/). Gene functional analysis in DAVID was conducted defining the zebrafish IDs corresponding to differentially expressed European eel transcripts as 'Gene list' and the zebrafish IDs corresponding to all genes represented in the array as 'Background'. Standard settings of gene count = 2 and ease = 0.1 were used. Additionally, a functional annotation clustering analysis was also conducted, in which genes were grouped into functionally related sets of genes. Minimum overall enrichment score for each group based on the EASE scores of each term members was set to 1.3, which is equivalent to the non-log scale of 0.05.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LZ and JMP conceived and designed the project, with substantial contributions from EC, GEM, MM and LB. SB and AC conceived and implemented the database and conducted all bioinformatic analyses together with JMP. CB, LB and AC conducted the analyses of pollutants. JMP, IAMM and LZ carried out the probe design. MM and IAMM carried out the microarray experiments. JMP and IAMM carried out the functional annotation analysis. JMP, LZ and GEM interpreted the data. JMP wrote the paper with contributions from GEM, LZ, SB, EC, FC, CB, LB, AC, GC, IAMM, MM, LB and TP. All authors read and approved the final version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

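The measurements are intensities of 1-colour arrays of liver RNA from 8 Tiber males, 7 Bolsena males and 8 Bolsena females, 1 array per eel. The authors scanned the slides and extracted the spot intensities with Feature Extraction 9.5.1.1, which subtracted the background; these intensities are linear and not normalized between arrays. The authors also deposited a table of normalized intensities, linear and quantile-normalized, in which spots the software did not find are empty; it was used as an alternative. Within each array its ranks followed those of the processed intensities. Flags and control types came from the same scanner output. All columns of per-sample values were used through their sample labels.

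From the processed intensities, the 14913 eel probes were quantile-normalized over the 23 arrays and taken as log2, with R 4.3.3 and limma 3.58.1. Spots marked as outliers were left out after normalization for these tests, but kept for the heatmap genes and the correlations. Probes well above background in at least 16 of 23 arrays, 7770 in all, were tested with lmFit and eBayes, and called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The SAM statistic (two-class, unpaired) was written for this work, with 100 permutations, since the program named in the Methods was not used here; probes with an outlier spot were left out of it, leaving 7731 in the males. Correlations over the 2000 heatmap genes were tested by exact permutation of the group labels. The overlap of lists was tested with Fisher's exact test. Fits were tested on simulated data with 200 changed probes: for the males, limma recovered 72% of the changed probes, with 8 false calls among 152, and SAM at a 5% FDR recovered 73%, with 6 false calls among 152.

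The alternatives were other normalizations (75th percentile, spike-in, cyclic loess, normexp with an offset of 50 before quantile), the authors' normalized values, other filters on dim probes, no minimum fold, SAM, array weights, slide as a block, the running number in the labels as a block, other samples in the fit and each male left out in turn. The groups, tests, main settings and these alternatives were fixed before the data were examined. Others were added afterwards and are named as such where they are given. The planned spike-in scaling used all 10 spike-in probes; a scaling on the 7 that were well above background on every array was added.

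Sex is not in the sample labels and was taken from the bars of Figure 3, through the individual named for each array. Probes named in the text are those with the largest increase and decrease among called probes whose groups did not overlap, 2 in each direction, because the probes have no gene names in the files. For the same reason gene families, pathways and enrichment were not analysed here, and neither were correlations with the pollutants of single eels. The number of arrays limits the precision.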

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

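The test in this part was chosen only after the result was seen. Among 24 combinations of measure and group tested for a sample far from the others, 1 stood out, and chance gives about 5% of groups. Bolsena female 7, on slide 1, had 7295 probes well above background, against 8139 in the next lowest Bolsena female; the gap was 0.564 of the group's range, above Dixon's critical value for 8 samples. Its array was also the dimmest of its group. On the line of this count against brightness through the other 22 arrays, 8091 probes lay at its brightness, so the array was below the line, with a residual of -1.95 SD. That is just inside the limit of 2 SD set for this test after the count was seen, and the line leaves most of the spread of the other arrays unaccounted for (R2 0.318), so whether brightness is the cause stays open. No biological explanation was tested. This array entered the comparisons of the sexes and of all eels, and not that of the males.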

How the results depend on the processing

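The scaling on 7 spike-ins, SAM without a filter, SAM on linear values at a 5% FDR, SAM on the authors' linear values, signal strength as a covariate, sex and slide together and the exchange of labels within slides were chosen only after results were seen. Probes differed between the sites under each normalization, filter and source of values tried, and their number varied. In the males the count ranged from 719 to 1371 under the 75th percentile, cyclic loess, normexp, the authors' normalized values, other filters, no minimum fold, SAM at a 5% FDR, array weights, quantile normalization of the 15 males and 1 fit of 3 groups, against 956. That fit is also the one with sex as a covariate in all eels, 862 in both, and is not a separate test. Leaving out each of the 15 males in turn gave 670 to 1019. The lowest counts, 670 and 711, came without Bolsena males 1 and 4, in that order. Cyclic loess gave 440 higher and 468 lower, a share of 48.5% higher against 41.5%.

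Spike-in scaling gave 64 probes in the males, 31 higher and 33 lower, all among the 956, and 190 in all eels, 95 higher and 95 lower. Its median standard error in the males was 0.318 against 0.238. The scaling on 7 spike-ins, chosen after seeing the data, gave 79 (34 and 45) and 184 (93 and 91). In the sex comparison each spike-in scaling called 1 probe and SAM 3, against 0 by limma with 428 at an unadjusted p under 0.05; the cause was not tested.

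With slide as a block, the males gave 424 probes (162 higher and 262 lower) and all eels 578 (254 and 324); sex and slide as covariates, chosen after seeing the data, gave 527 (206 and 321). For the males' calls the median log2 fold change was 99.2% of its size and the standard error 1.29 times as large. In all eels, normexp gave 323 lower, against 512; the cause was not tested.

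The replicate block on the running numbers gave 0 calls in the males by limma, higher or lower, with 1503 probes at an unadjusted p under 0.05 and 4 shared numbers, and 929 calls in all eels. The numbers do not pair the eels: over 8 pairs the correlation of deviations from the group means was -0.081 to 0.143, over 0.1 in 2. For the sexes of Bolsena, no number is shared and no such block was fitted.

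SAM at a 0% FDR gave 219 probes on linear values and, chosen after seeing the data, 228 on the authors' linear values, against 139. The run on the authors' values had no filter on dim probes, but probes with an empty value in any male were left out. That left 6878 probes, against 7731 in the main run. The cause of the different counts was not tested. Probes never above background numbered 534 and 1 under the other flags, by the flags' construction. The difference in correlation between the sexes, 0.0116, passed 0.05 only over all probes with a mean over 100, where it was 0.00495. The site grouping and the odds ratio for the heatmap genes stayed past 0.05 in all their alternatives. The 4 probes named kept their direction in all alternatives that tested them and were called in all of these but the replicate block. Their sizes moved most under normexp for the probes near background in 1 group: S_eeel_c39666 from 4.04 to 2.11 and P_eeel_c36905 from -2.39 to -0.77. The gene set tests (Fisher, EASE, camera, fry, 75th percentile and uncollapsed) were not run, because the probes have no gene names in the files. Signal over background limits the dimmer probes.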

Differences from the paper's values

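SAM at a 5% FDR without a filter, on linear values and on the authors' linear values were chosen only after results were seen. The paper counts 99 probes without a signal above background, against 2898 here; neither other flag set before the data were examined comes within 1.5 times of it (534 and 1). It counts 14274 probes as successful, by a flag, in at least 16 of 23 arrays, against 7770 well above background here. The flags giving 9854 and 10487 are within 1.5 times of the paper's count, but all 3 flags fall below it. The flag for a found spot, which the authors' empty values follow, gave 10487 and 1, against the paper's 14274 and 99. No flag tried reproduced either count. At a 0% FDR the paper reports 30 probes higher in Tiber males, against 46 here; SAM on linear values (53) and another seed (46) also differ.

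The other counts were within 1.5 times of the paper's. For the paper's 1171 probes in males at a 5% FDR, limma gave 956 and SAM 1371; the paper's counts of over-expressed and under-expressed probes, 406 and 775, do not add up to its total. SAM without a filter on dim probes gave 1164, the closest of the settings run to the paper's stated total. It held 487 higher and 677 lower, so its directions differ more from the paper's than its total does. SAM on linear values gave 1203, 473 higher and 730 lower. SAM on the authors' linear values gave 1065, 412 higher and 653 lower. All of these runs were chosen after seeing the values.

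The paper describes males and females as well separated in the heatmap and expression as strongly affected by sex. Here pairs of the same sex within Bolsena were more correlated by 0.0116 (exact permutation test, p = 0.249), and limma called 0 probes between the sexes, with 428 of 7770 at an unadjusted p under 0.05, and SAM 3. The paper describes a partial grouping by site. Here 1 branch held all 8 Tiber males with 1 Bolsena male, and the other the remaining 14 Bolsena eels. The paper proposes that the probes differing between sites are under-represented among the heatmap genes. Here the odds ratio was 2.21, and 1.37 and 3.18 in the alternatives. A difference between the sites itself raises the variation by which the heatmap genes are chosen, so an odds ratio above 1 is partly built into the comparison and does not decide the paper's proposal.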

Other observations

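The fit with brightness as a covariate and the splits by slide were chosen only after results were seen. Chance is an unlikely source of the number of probes differing between Tiber and Bolsena males. Of 100 splits of the 15 males, the real one included, 1 gave as many probes, the real one, and the largest other split gave 2. The same held for the SAM set at a 0% FDR, where 1 of 100 splits, the real one, gave as many and the largest other gave 11. It also held for all eels, where 1 of 100 splits did and the largest other gave 42. With 100 splits a share under 1 in 100 could not be seen. The splits ignored slide, so they do not speak to a slide effect. For the sexes of Bolsena limma called 0 probes in the real split, where 428 had an unadjusted p under 0.05 and SAM called 3. All 100 splits give at least 0, so this count could not have come out otherwise and decides nothing. In the correlations of profiles, the exact permutation test gave p = 0.249 over the 2000 heatmap genes and p = 0.00451 over all probes with a mean over 100.

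A split of the males by slide, slide 2 against the others, gave 3 probes, yet slides differ: among Bolsena eels, with sex in the fit, 351 probes differed between slide 3 and slide 1. Slide as the whole cause of the site difference was tested on separate eels. Probes were chosen on slides 2 and 3, from 6 Tiber and 3 Bolsena males, which gave 100 probes, 43 higher in Tiber. On slide 1, with 2 other Tiber males and 4 other Bolsena males, 100% of them had the same sign, against at most 89% for the other arrangements of the 6 males, 15 arrangements in all. The smallest p these arrangements allow is 0.0667. The tables argue against slide as the whole cause for these probes. With slide as a block 424 probes were called, but all 956 kept their sign and 879 had an unadjusted p under 0.05. Their median log2 fold change was 99.2% of its size with a standard error 1.29 times as large. As the 956 were chosen on these same arrays, kept signs and small p are favoured by that choice. Over all 7770 probes the median standard error was 0.286 with the block and 0.238 without, so the lower count goes with lower precision. Whether slide adds to the difference at single probes stays open. Array brightness was not tested on separate eels: in a fit of the same 15 males with brightness as a covariate, 99.3% of the 956 probes were still called. Pollution, water body and other differences between the sites were not separated, as each level of pollution was sampled at 1 site.

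Of 1390 contigs with a sense and an antisense probe, both probes were above background in at least 16 arrays for 361, the sense probe alone for 480, the antisense probe alone for 185 and neither for 364. In the males 90 sense and 34 antisense probes differed between sites, and both probes of a contig in 1 case, in the same direction.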
